A study of Homo sapiens with 12 samples.

How the data were processed

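Polyadenylated RNA from NS-SV-AC, an established human salivary gland acinar cell line, was measured by stranded paired-end RNA sequencing with reads of 101 bases. The 12 libraries formed 6 groups of 2 replicates. Cells were given DMSO, 2-CM (2'-C-methyladenosine, an adenosine analogue) or RES (resveratrol), and were then transfected with poly I:C, a synthetic double-stranded RNA, or with the control the labels call depc. Per the labels, each compound was given 24 h before transfection and again with it, at a dose of 20 that was read here as micromolar. Poly I:C was present for 14 h, and cells were grown for 48 h. Groups and replicate numbers were taken from the labels alone.

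The deposited files held transcript abundances for each library. Per the file headers, the authors ran StringTie 2.0.4 with the GENCODE 32 annotation, limited to annotated transcripts, and no header carried a strand option. The aligner and its settings were not stated. StringTie wrote a coverage, an FPKM and a TPM value for each transcript, per the file headers. TPM divides by transcript length and scales each library to the same sum, FPKM scales to the aligned bases, and the deposited coverage is the mean depth per base. Because strand was not stated to be used, genes that overlap another gene, and genes with near-identical copies, are uncertain. The annotation held 227462 transcripts of 60609 genes. Coordinates are those of the deposited files on GRCh38, counted from base 1. All 49338 genes that shared an identifier and version with GENCODE 44 had the same start and end there.

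The authors also deposited 3 tables of poly I:C against depc, for DMSO, 2-CM and RES. The columns of these tables, per the file headers, are a mean of normalised counts, a log2 fold change with its standard error, a test score, a p-value and an adjusted p-value. The tool, its version and the libraries fitted were not stated. Positive values meant higher with poly I:C. The mean of normalised counts in the authors' deposited tables was set against reads estimated here from coverage, and the median ratio was 1.01 for DMSO, 1.01 for 2-CM and 0.997 for RES.

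Transcript TPM was summed to genes with Python 3.11.15. Depth was recovered from the constant ratio of coverage to FPKM in each library, and ran from 3.72 to 6.002 gigabases aligned to annotated transcripts. Coverage times length over the read length gave 31.2 to 49.4 M estimated reads per library. No table of counts was used, so the test planned for counts was replaced by the one planned for normalised values. In R 4.3.3, limma 3.58.1 fitted the 6 group means to log2(TPM + 1) and moderated the variances along their trend with abundance. Genes were kept with a TPM of 1 or more in at least 2 libraries, which left 17185 genes. All libraries entered a common fit, which had 6 residual degrees of freedom and a median of 2.74 prior degrees of freedom. A fit of a pair of groups alone would have had 2. Fold changes are on the log2(TPM + 1) scale, which understates the change of low genes. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 within its contrast, and all adjusted p-values of genes are from limma.

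There were 10 contrasts. These were poly I:C against depc under each compound and averaged over the compounds, the difference of the poly I:C response under 2-CM or RES from that under DMSO, and each compound against DMSO with poly I:C and with depc. Named genes were chosen by a rule: per contrast and direction, the 3 called genes with the largest log2 fold change, a mean TPM of 5 or more in the higher group and no overlap between the replicates of the groups compared, a condition not set for differences of response. In addition, 6 gene lists were tested with the fry rotation test of limma. They held 25 interferons and interferon-induced genes, 10 tested targets of NF-kB, 8 sensors of double-stranded RNA and their partners, 6 tested genes linked to Sjögren's syndrome, the 13 mitochondrially encoded mRNAs, and 6 gene identifiers for targets of the aryl hydrocarbon receptor. TNF, CCL20, IL1A and IL1B of the NF-kB list, and AQP5, CHRM3 and HLA-DRA of the Sjögren's list, had no gene above the filter, and TROVE2 is the older symbol of RO60, which was tested. The 60 tests of lists were adjusted together. The share of TPM on the mitochondrially encoded mRNAs was compared between compounds by a two-sided exact permutation test within transfection. The design, the lists, the rule for named genes and the first set of alternatives were fixed before the data were examined.

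That first set held FPKM in place of TPM, upper-quartile scaling, no filter on low genes, a TPM minimum of 5, a pseudocount of 0.1, estimated reads as CPM, leaving out mitochondrial genes, the replicate number as a block, a log2 fold change of 1 or more, a fit of only the groups compared, each library left out in turn, and camera (limma) in place of fry. It also held other choices of genes for attenuation and, for the mitochondrial share, coverage times length in place of TPM and the rRNAs added. Further alternatives were chosen after seeing the data. They were median-of-ratios scaling, voom (limma) on estimated reads, a correction of each library for a smooth trend (lowess) of its deviations on GC content, that correction with the block, and a covariate built from the differences between replicates. GC content was known for 99.9% of genes tested.

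The fit was tested on simulated data for poly I:C under DMSO, with 17185 genes of which 200 were changed. With independent noise 56% were recovered among 117 calls, 5 of them false. With a GC trend in each of the 12 libraries, 0% were recovered uncorrected, 99% after the GC correction and 98.5% with the covariate. Recovery above 56% shows that the noise differed too, so these values do not show how well either works on these data. In simulated data 0 of 60 tests of unchanged lists passed the threshold, which is not taken to cover noise shared between genes. Reads were not reprocessed.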

Results

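The transcriptome of NS-SV-AC cells was measured in 12 libraries. The series concerns mitochondrial double-stranded RNA in Sjögren's syndrome, and the groups address how 2-CM and RES alter the response to poly I:C. Each of the 6 groups had 2 replicates. The aligned depth ranged from 3.72 gigabases in 2-CM poly I:C replicate 2 to 6.002 in 2-CM depc replicate 1. Between 13438 and 16554 genes reached a TPM of 1 in a library. The 2-CM poly I:C libraries had a mean of 4.06 gigabases against 5.39 for DMSO depc, while the median SD between replicates on the log2(TPM + 1) scale was 0.105 and 0.211, so the shallower group did not have the wider spread.

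Replicates of some groups lay far apart. Across genes, which are not independent replicates, the Pearson correlation between the replicates of a group ran from 0.94 for RES depc to 0.99 for 2-CM poly I:C. The first principal component of the 17185 genes held 64.7% of the variance and the second 12.1%. On the first component the replicates of RES depc were 103 units apart and those of DMSO poly I:C 91.8, against 14.3 for 2-CM poly I:C. Between replicates, 4951 genes differed by a log2 value of 1 or more in RES depc and 246 in 2-CM poly I:C. No pair of libraries held identical values. The 2-CM poly I:C libraries took the low end of this component, at -94.6 and -80.3, and 2-CM depc replicate 2 the high end, at 83.8.

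**Figure D1:**
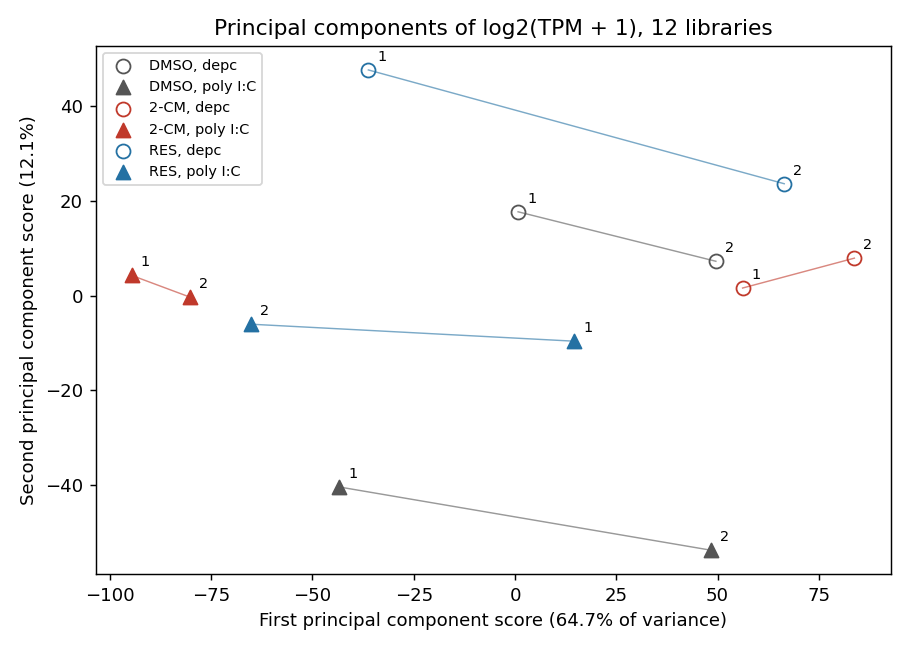
The 12 libraries on the first and second principal components of log2(TPM + 1), in units of the component scores, with a point per library coloured by compound and shaped by transfection. The replicates of RES depc lie 103 units apart on the first component and those of 2-CM poly I:C 14.3.

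The distances between replicates followed the GC content of the genes. The Spearman correlation across genes between GC content and replicate 1 minus replicate 2 was -0.69 for DMSO depc, -0.79 for DMSO poly I:C, -0.56 for 2-CM depc, -0.44 for 2-CM poly I:C, -0.80 for RES depc and 0.79 for RES poly I:C. For the poly I:C effects it was -0.39 under DMSO, -0.82 under 2-CM and -0.64 under RES. Under 2-CM the median effect was 1.99 in the 10% of genes with the lowest GC content and -0.62 in the 10% with the highest.

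**Figure D2:**
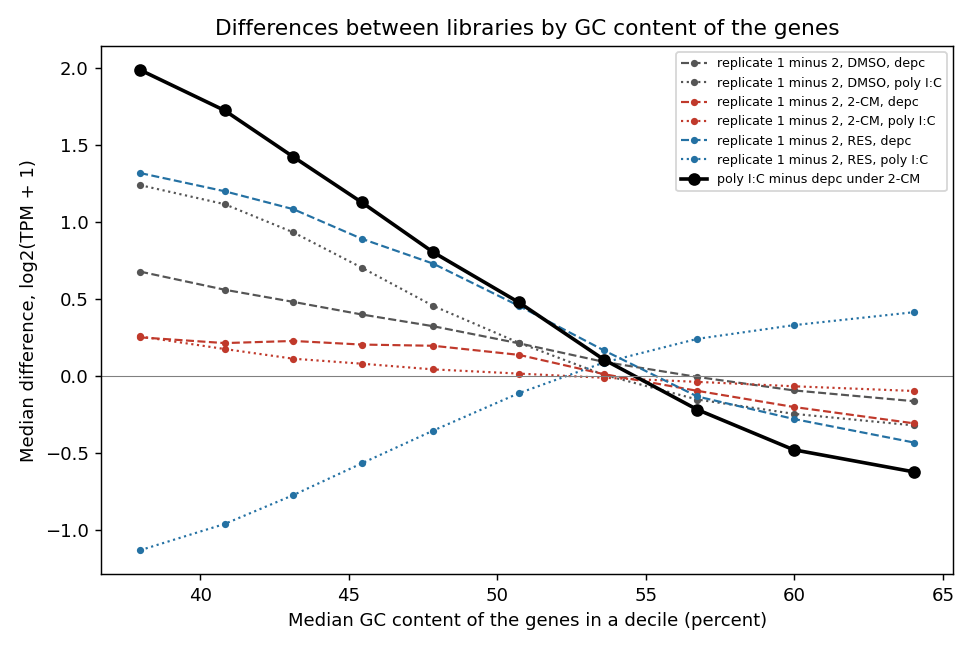
Median log2 difference (vertical axis) over 10 equal groups of genes ordered by GC content, at the median GC percentage of each (horizontal axis). There is a line for each replicate difference (replicate 1 minus replicate 2) and for the poly I:C effect under 2-CM. The poly I:C effect under 2-CM falls from 1.99 to -0.62, and the RES depc replicate difference from 1.32 to -0.43.

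Poly I:C was first compared with depc under DMSO, the response without a compound. Of 17185 genes, 701 (137 higher, 564 lower) were called with limma, 3394 had an unadjusted p under 0.05, and the median log2 fold change of all genes was -0.14. In proportion, the alternative that moved the count most was a fit of the 4 libraries compared, which called 6, while the covariate of replicate differences called 6503. Left out in turn, single libraries gave 25 without DMSO depc replicate 1 to 908 without RES depc replicate 1. The split by direction rested on the scaling, with 94 higher and 42 lower under FPKM, 96 and 44 under upper-quartile scaling, and 107 and 28 under median-of-ratios scaling. The authors' deposited table for DMSO held 278 genes with an adjusted p under 0.05, 167 higher and 111 lower, of which 124 were also called here. IFI27 (ENSG00000165949.12, chromosome 14, 94104836 to 94116698, plus strand), a protein-coding gene like all others below unless stated, rose from 0.685 ± 0.0940 TPM (SD, n = 2) to 142 ± 39.6 TPM, a log2 fold change of 6.38 (SE 0.24, adjusted p 1.05e-05). OAS2 (ENSG00000111335.12, chromosome 12, 112978395 to 113011723, plus strand) rose from 0.133 ± 0.106 TPM to 84.9 ± 12.4 TPM, or 6.24 (SE 0.30, adjusted p 3.53e-05). OAS1 (ENSG00000089127.13, chromosome 12, 112906783 to 112933222, plus strand) rose from 2.60 ± 0.157 TPM to 154 ± 1.55 TPM, or 5.43 (SE 0.19, adjusted p 1.05e-05). FN1 (ENSG00000115414.19, chromosome 2, 215360440 to 215436073, minus strand) fell from 237 ± 32.2 TPM to 37.3 ± 6.74 TPM, or -2.64 (SE 0.24, adjusted p 0.00157). NES (ENSG00000132688.11, chromosome 1, 156668763 to 156677407, minus strand) fell from 55.0 ± 2.86 TPM to 12.004 ± 0.965 TPM, or -2.11 (SE 0.19, adjusted p 0.00170). FLNC (ENSG00000128591.15, chromosome 7, 128830377 to 128859274, plus strand) fell from 115 ± 3.13 TPM to 26.7 ± 6.15 TPM, or -2.09 (SE 0.20, adjusted p 0.00243). With single libraries left out, of these genes only FLNC lost its call, without DMSO depc replicate 2, and its value ran from -2.32 to -1.86. Median-of-ratios scaling also took its call.

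The same comparison under 2-CM called 8475 (6440 higher, 2035 lower) genes, 10460 had an unadjusted p under 0.05, and the median log2 fold change of all genes was 0.61. With the covariate of replicate differences 312 were called, 188 higher and 124 lower, with no filter on low genes 649, and with each of the 4 libraries compared left out in turn 37 to 46, the fewest without 2-CM depc replicate 1, where 8625 had an unadjusted p under 0.05. After the GC correction 6301 were called higher and 231 lower. Median-of-ratios scaling brought the median of all genes to -0.014 and called 3376 higher and 4135 lower, and upper-quartile scaling brought it to 0.15 and called 4123 higher and 3423 lower. The authors' deposited table for 2-CM held 10932 such genes, 5407 higher and 5525 lower, with 6629 also called here. OAS2 rose from 0.133 ± 0.0700 TPM (SD, n = 2) to 146 ± 10.9 TPM, or 7.02 (SE 0.30, adjusted p 1.64e-05). IFIT1 (ENSG00000185745.10, chromosome 10, 89392546 to 89406487, plus strand) rose from 1.10 ± 0.0615 TPM to 228 ± 37.8 TPM, or 6.76 (SE 0.55, adjusted p 6.88e-04), and IFIT3 (ENSG00000119917.14, chromosome 10, 89327997 to 89340971, plus strand) from 2.02 ± 0.534 TPM to 262 ± 7.19 TPM, or 6.45 (SE 0.58, adjusted p 0.00129). Both overlap LIPA on the opposite strand. The genes that fell most all overlap abundant genes, so their values are uncertain. AC008878.1 (ENSG00000267952.1, chromosome 19, 7507052 to 7519622, plus strand), which overlaps ZNF358, was at 25.5 and 65.1 TPM in the 2-CM depc libraries and listed at 0 in both 2-CM poly I:C libraries. AL121900.2 (ENSG00000284776.1, chromosome 20, 18567453 to 18744216, plus strand), which overlaps SMIM26, was at 8.44 and 10.96 TPM and listed at 0 in the same libraries. AC006064.4 (ENSG00000269968.1, chromosome 12, 6537794 to 6538370, minus strand), a long non-coding RNA opposite GAPDH, fell from 93.5 ± 2.13 TPM to 5.65 ± 5.72 TPM, or -4.16 (SE 0.66, adjusted p 0.0181). With single libraries left out, the calls of the genes that fell were lost: AC006064.4 without 3, at -5.18 to -3.14. AC008878.1 and AL121900.2 lost theirs without each of the 4 libraries compared.

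Under RES, 76 (34 higher, 42 lower) genes were called for poly I:C, 2409 had an unadjusted p under 0.05, and the median log2 fold change of all genes was -0.028. The covariate of replicate differences gave 3555 calls, 531 higher and 3024 lower, and the fit of the 4 libraries compared 0, with 408 at an unadjusted p under 0.05, and leaving out a library gave 17 without RES poly I:C replicate 2 to 53 without DMSO poly I:C replicate 1. The split was 32 higher and 4 lower under FPKM, 36 and 2 under upper-quartile scaling and 39 and 2 under median-of-ratios scaling. The authors' deposited table for RES held 82 such genes, of which 32 were called here. OAS2 rose from 0.755 ± 0.584 TPM (SD, n = 2) to 61.6 ± 19.4 TPM, or 5.16 (SE 0.30, adjusted p 2.23e-04). OAS1 rose from 4.20 ± 0.137 TPM to 124 ± 20.4 TPM, or 4.57 (SE 0.19, adjusted p 4.80e-05). IFIT1 rose from 2.41 ± 1.54 TPM to 88.4 ± 62.1 TPM, or 4.59 (SE 0.55, adjusted p 0.0144). U1 (ENSG00000270722.1, chromosome 1, 145465617 to 145465780, minus strand), a small nuclear RNA with near-identical copies and therefore uncertain, fell from 5.91 ± 2.94 TPM to 0.316 ± 0.104 TPM, or -2.33 (SE 0.32, adjusted p 0.0274). HSPG2 (ENSG00000142798.20, chromosome 1, 21822244 to 21937310, minus strand) fell from 35.6 ± 3.53 TPM to 9.03 ± 0.371 TPM, or -1.86 (SE 0.21, adjusted p 0.0111). LRP1 (ENSG00000123384.14, chromosome 12, 57128483 to 57213361, plus strand), which overlaps STAT6 on the opposite strand, fell from 26.8 ± 2.21 TPM to 7.32 ± 0.106 TPM, or -1.74 (SE 0.20, adjusted p 0.0111). Of the 12 libraries left out in turn, IFIT1 lost its call without RES depc replicate 2, at 4.11, and RES poly I:C replicate 2, at 3.82. Calls were also lost for U1 without 9, at -2.77 to -1.88, HSPG2 without 3, at -1.96 to -1.77, and LRP1 without 3, at -1.82 to -1.65. Upper-quartile and median-of-ratios scaling and the GC correction each took the calls of HSPG2 and LRP1.

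Averaged over the compounds, 5361 (2307 higher, 3054 lower) genes were called for poly I:C, with 3900 higher and 2466 lower under FPKM, 2010 and 891 after the GC correction, 1486 and 4155 with the covariate, and from 2344 without 2-CM depc replicate 2 to 9183 without RES depc replicate 1. OAS2 rose by 6.14 (SE 0.17, adjusted p 4.40e-07), IFI27 by 5.65 (SE 0.14, adjusted p 2.33e-07) and OAS1 by 5.42 (SE 0.11, adjusted p 9.25e-08). FLNC changed by -1.85 (SE 0.12, adjusted p 7.05e-05). AC125611.3 (ENSG00000258232.2, chromosome 12, 49265156 to 49273306, minus strand), a long non-coding RNA opposite TUBA1C, changed by -2.15 (SE 0.51, adjusted p 0.0164), and RNU1-4 (ENSG00000207389.1, chromosome 1, 16740516 to 16740679, plus strand), a small nuclear RNA with near-identical copies, by -2.03 (SE 0.47, adjusted p 0.0146); both are uncertain. In all of the poly I:C comparisons by compound, 67 genes were called, 32 higher and 35 lower, and 18 of them belonged to the interferon-induced list. Of the 701 genes called under DMSO, 467 were called with the same sign under 2-CM and 71 under RES. These comparisons share no library. Across genes, which are not independent replicates, the responses had a Pearson correlation of 0.51 for DMSO and 2-CM, 0.71 for DMSO and RES and 0.73 for 2-CM and RES. A larger count under 2-CM is not in itself a difference of response, which was tested separately.

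**Figure D3:**
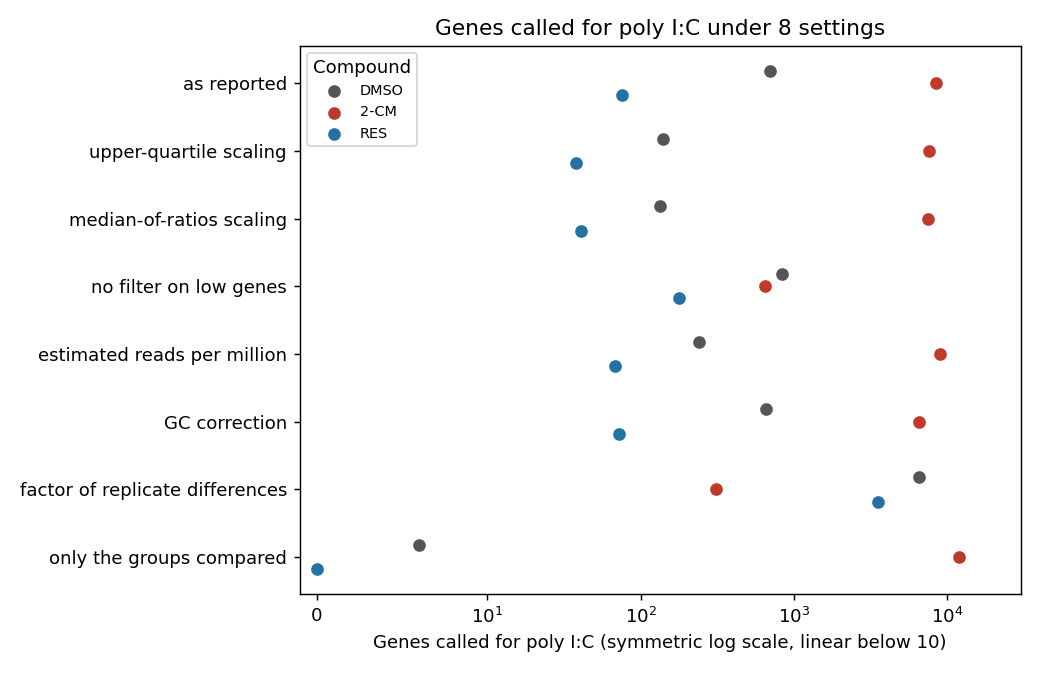
Genes called for poly I:C against depc (horizontal axis, symmetric log scale, linear below 10) under DMSO, 2-CM and RES, with a row of points for the reported fit and for each of 7 alternatives. The count under 2-CM is 8475 as reported and 312 with the covariate of replicate differences, where the count under DMSO is 6503.

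The interferon-induced list separated the transfections in every library. Its median level ran from 0.63 to 2.03 on the log2(TPM + 1) scale in the depc libraries and from 5.36 to 6.32 in the poly I:C libraries. With poly I:C the median log2 fold change of the list was 3.91 (adjusted p 1.06e-06) under DMSO, 4.80 (adjusted p 6.46e-07) under 2-CM and 3.44 (adjusted p 2.79e-06) under RES, by limma's fry, and 25 of 25 genes were higher in each. Over all genes tested 21, 25 and 18 of its genes were called, and adjusted over the list alone 25, 25 and 25. IFNB1, 1 of its members, was listed at 0 in every depc library and at 2.91 and 0.933 TPM with poly I:C under DMSO, 4.33 and 4.06 TPM under 2-CM and 1.46 and 3.32 TPM under RES. IFNL2 and IFNL3 are near-identical and uncertain. All of these list results kept their side of the threshold with any library left out. The mean level was 0.70 ± 0.10 (SD, n = 2) in DMSO depc, 0.999 ± 0.064 in 2-CM depc and 1.62 ± 0.58 in RES depc, and 5.48 ± 0.18, 6.23 ± 0.13 and 5.68 ± 0.33 with poly I:C.

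**Figure D4:**
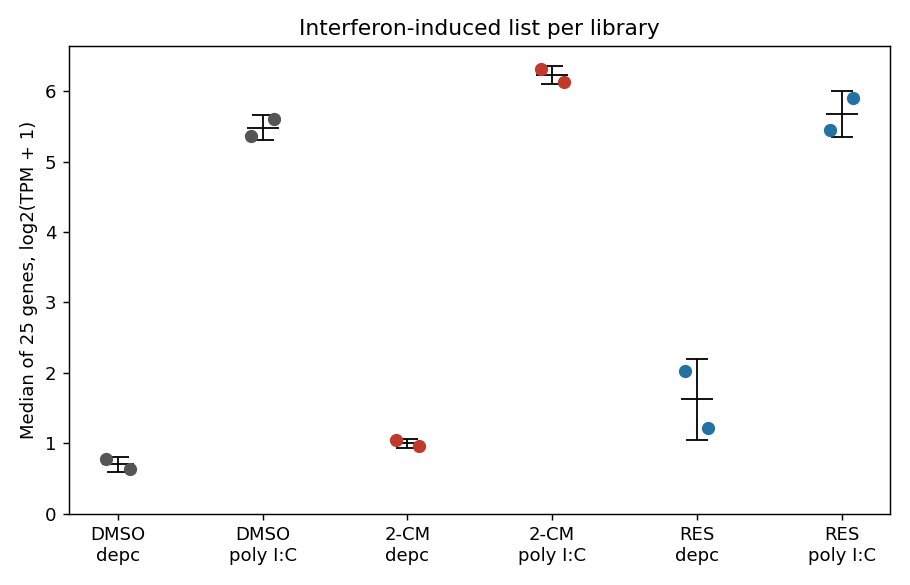
Median log2(TPM + 1) of the 25 genes of the interferon-induced list (vertical axis) in each library, by group, with a point per library, the group mean and the SD of 2 replicates. The highest depc library is at 2.03 and the lowest poly I:C library at 5.36.

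Other immune lists also rose with poly I:C. The list of double-stranded RNA sensors had a median log2 fold change of 0.88 (adjusted p 0.0146) under DMSO, 2.64 (adjusted p 6.25e-04) under 2-CM and 1.09 (adjusted p 0.0208) under RES, with 7 of 8 genes higher in each. For the NF-kB list the medians were 0.39 (adjusted p 0.0146), 1.82 (adjusted p 6.25e-04) and 0.64 (adjusted p 0.0259), with 9 of 10 higher in each; CXCL1, CXCL2 and CXCL3 in it are close paralogs. For the Sjögren-related list they were 0.55 (adjusted p 0.0360) with 4 of 6 higher, 1.98 (adjusted p 6.80e-04) with 6 of 6 and 0.54 (adjusted p 0.0499) with 5 of 6. The Sjögren-related list lost the threshold without 8 of the 12 libraries under DMSO, with a median of 0.098 without DMSO poly I:C replicate 1, and without 10 under RES, with 0.060 without RES poly I:C replicate 2. Under DMSO the sensors lost it without DMSO depc replicate 2, at 0.70, and DMSO poly I:C replicate 1, at 0.49. Under RES the sensors lost it without RES depc replicate 2, at 0.74, and RES poly I:C replicate 2, at 0.95. Under DMSO the NF-kB list lost it without DMSO depc replicate 2, at 0.27, and DMSO poly I:C replicate 1, at 0.39. Under RES the NF-kB list lost it without RES depc replicate 2, at 0.24, and RES poly I:C replicate 2, at 0.46. The aryl hydrocarbon receptor list did not pass for poly I:C under any compound. The mitochondrial mRNAs passed under RES alone, at 0.26 (adjusted p 0.0426) with 10 of 13 higher, and lost the threshold without 9 of the 12 libraries, with 0.19 without RES depc replicate 1. With an estimated correlation in camera, the interferon-induced list kept its calls for poly I:C under each compound, and no other list kept one of those given here for poly I:C.

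Whether a compound changed the response was tested as the difference of its poly I:C effect from that under DMSO. For 2-CM, 2 genes were called with limma, both larger, while 5097 had an unadjusted p under 0.05 and the median difference of all genes was 0.68. AL035461.3 (ENSG00000286235.1, chromosome 20, 5950949 to 6039856, plus strand), which overlaps MCM8 on the same strand, was listed at 0 in the 10 other libraries and at 5.56 and 5.89 TPM in 2-CM poly I:C, and was called at an adjusted p of 0.00245. AC009065.9 (ENSG00000281010.1, chromosome 16, 2155025 to 2155104, minus strand), a small nucleolar RNA inside SNHG19, rose from 0.542 ± 0.0234 TPM (SD, n = 2) to 6.72 ± 0.281 TPM under 2-CM and fell from 1.02 ± 0.312 TPM to 0.0864 ± 0.00172 TPM under DMSO, a difference of 3.21 (SE 0.29, adjusted p 0.0179) that lost the threshold without 8 of the 12 libraries. Both overlap other genes and are uncertain. A TPM minimum of 5 and a pseudocount of 0.1 each left 0 calls with limma, with 3376 and 5003 genes at an unadjusted p under 0.05. No filter on low genes went the other way, with 55 of 40364 genes called, 47 larger and 8 smaller. For RES, 0 genes were called with limma and 293 had an unadjusted p under 0.05. Under RES voom also called 0, the covariate of replicate differences 4, and no filter on low genes 39, 29 larger and 10 smaller.

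Lists were also tested for a difference of response. Under 2-CM the median difference was 0.78 (adjusted p 0.0235) for the interferon-induced list with 20 of 25 genes higher, 1.21 (adjusted p 0.0331) for the sensors with 8 of 8, 1.15 (adjusted p 0.0456) for the NF-kB list with 9 of 10 and 1.16 (adjusted p 0.0360) for the Sjögren-related list with 6 of 6. Relative to the median of all genes these differences were 0.099, 0.53, 0.47 and 0.48. Under median-of-ratios scaling the interferon-induced list reversed, to -0.13, and none of these lists passed in camera. The other lists stayed above 0 under each scaling. The interferon-induced list lost the threshold without 6 of the 12 libraries, at 0.63 to 0.85, the sensors without 7, at 0.81 to 1.54, the NF-kB list without 10, at 0.86 to 1.35, and the Sjögren-related list without 7, at 0.74 to 1.58. Under RES the median difference of the interferon-induced list was -0.60 (adjusted p 0.0238), with 2 of 25 genes higher, and it lost the threshold without 5 of the 12 libraries, with a median of -0.34 without RES poly I:C replicate 1. It passed in camera with an estimated correlation. In the RES depc libraries the same list stood above DMSO depc by 0.49 (adjusted p 0.0142) with 21 of 25 higher, a difference that lost the threshold without 3 of the 12 libraries, with 0.38 without RES depc replicate 1. With poly I:C RES differed from DMSO by -0.14 (adjusted p 0.462), which turned to 0.068 without RES poly I:C replicate 1. That list did pass with poly I:C under upper-quartile scaling, at -0.43 (adjusted p 0.0155), under median-of-ratios scaling, at -0.47 (adjusted p 0.0162), and in camera with the preset correlation, at an adjusted p of 3.83e-04. With poly I:C the lists stood above DMSO under 2-CM, the interferon-induced list by 0.70 (adjusted p 0.00237) with 25 of 25 genes higher, the sensors by 1.04 (adjusted p 0.0142) with 8 of 8, the NF-kB list by 1.26 (adjusted p 0.00439) with 9 of 10 and the Sjögren-related list by 1.07 (adjusted p 0.0132) with 6 of 6. Of these, the interferon-induced list turned to -0.069 under median-of-ratios scaling. The sensors and the Sjögren-related list lost the threshold without DMSO poly I:C replicate 2, at 0.75 and 0.70, and the sensors also without 2-CM poly I:C replicate 1, at 1.10.

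A further measure of attenuation took the 1147 genes called on the average effect with a log2 fold change of 1 or more, turned to the direction of their response. The median difference from DMSO was 1.39 under 2-CM, where 12.1% of the genes responded less, and 0.017 under RES, where 48.4% did. In libraries simulated with equal responses, 95% of the medians fell between -1.43 and 1.60 for 2-CM and between -1.56 and 1.495 for RES. Neither median lay outside this range. Genes chosen on their calls under DMSO alone, which favours smaller responses elsewhere, gave -0.30 for 2-CM, with 76.6% responding less, and -0.36 for RES, with 95.5%. With a log2 fold change of 2 or more on the average effect, 63 genes gave 1.45 for 2-CM, with 14.3% responding less, and -0.28 for RES, with 71.4%. With the covariate of replicate differences the medians were -0.016 and -0.30.

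Compounds were then compared with DMSO within a transfection. With poly I:C, 2-CM differed from DMSO in 18 (11 higher, 7 lower) genes, in 4 under median-of-ratios scaling, 2 higher and 2 lower, in 5431 after the GC correction, 5330 of them higher, and in 3853 with the covariate, 3573 higher and 280 lower. Leaving out a library gave 1 without DMSO poly I:C replicate 2 to 30 without RES depc replicate 1. FN1 was at 138 ± 2.90 TPM (SD, n = 2) against 37.3 ± 6.74 TPM, or 1.87 (SE 0.24, adjusted p 0.0350). AC009065.9 differed by 2.83 (SE 0.21, adjusted p 0.00288), and AL035461.3 was listed at 0 in the DMSO libraries. MT-ATP8 (ENSG00000228253.1, chromosome M, 8366 to 8572, plus strand) was at 10910.4 ± 45.0 TPM against 24716 ± 2374 TPM, or -1.18 (SE 0.11, adjusted p 0.0136), and overlaps MT-ATP6. MT-ND3 (ENSG00000198840.2, chromosome M, 10059 to 10404, plus strand) was at 3613 ± 278 TPM against 7664 ± 713 TPM, or -1.08 (SE 0.14, adjusted p 0.0350). MTATP6P1 (ENSG00000248527.1, chromosome 1, 633696 to 634376, plus strand), a pseudogene of MT-ATP6 whose reads cannot be assigned with certainty, differed by -1.15 (SE 0.11, adjusted p 0.0151). Of the 12 libraries left out in turn, calls were lost for FN1 without 10, at 1.69 to 2.05, MT-ATP8 without 5, at -1.27 to -1.08, MT-ND3 without 10, at -1.18 to -0.99, MTATP6P1 without 8, at -1.22 to -1.07, and AC009065.9 without 2, at 2.79 to 2.87.

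With depc, 2-CM differed from DMSO in 6 (1 higher, 5 lower) genes. Upper-quartile and median-of-ratios scaling and voom each called 0. No filter on low genes called 97 (7 higher, 90 lower) and the covariate 94 (26 higher, 68 lower). As reported 831 genes had an unadjusted p under 0.05, and leaving out a library gave 0 to 2. MT-TF (ENSG00000210049.1, chromosome M, 577 to 647, plus strand), a mitochondrial tRNA gene, was at 491 ± 34.7 TPM (SD, n = 2) against 166 ± 18.7 TPM, or 1.56 (SE 0.18, adjusted p 0.0430). FHIT (ENSG00000189283.10, chromosome 3, 59747277 to 61251459, minus strand) was at 0.833 ± 0.354 TPM against 5.47 ± 0.327 TPM, or -1.83 (SE 0.21, adjusted p 0.0430). MT-CYB (ENSG00000198727.2, chromosome M, 14747 to 15887, plus strand) was at 4264 ± 184 TPM against 9743 ± 11.6 TPM, or -1.19 (SE 0.11, adjusted p 0.0336), and MTATP6P1 differed by -1.07 (SE 0.11, adjusted p 0.0430). With single libraries left out, none of these kept its call throughout: calls were lost for MT-TF without 12, at 1.45 to 1.68, FHIT without 12, at -2.03 to -1.63, MT-CYB without 10, at -1.24 to -1.15, and MTATP6P1 without 12, at -1.11 to -1.02.

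RES differed from DMSO with poly I:C in 27 (12 higher, 15 lower) genes, with 4 higher and 13 lower under upper-quartile scaling, 5 and 18 under median-of-ratios scaling, and 0 without DMSO depc replicate 1, where 1918 had an unadjusted p under 0.05. With depc it differed in 177 (144 higher, 33 lower), with 12 and 17 under upper-quartile scaling, 6 and 8 under median-of-ratios scaling, and 0 without DMSO depc replicate 1, where 1677 had an unadjusted p under 0.05. Other alternatives raised both counts. The GC correction called 218 (156 higher, 62 lower) with poly I:C and 363 (241 higher, 122 lower) with depc. The covariate called 3934 (3134 higher, 800 lower) and 4675 (3287 higher, 1388 lower). EDN2 (ENSG00000127129.10, chromosome 1, 41478775 to 41484683, minus strand) was at 2.69 ± 0.0990 TPM (SD, n = 2) against 22.4 ± 2.79 TPM with poly I:C, or -2.66 (SE 0.30, adjusted p 0.0265), and at 3.19 ± 1.61 TPM against 16.9 ± 0.324 TPM with depc, or -2.15 (SE 0.30, adjusted p 0.0269). DHRS2 (ENSG00000100867.14, chromosome 14, 23630115 to 23645639, plus strand) was at 685 ± 162 TPM against 2791 ± 247 TPM, or -2.04 (SE 0.16, adjusted p 0.0126), and at 796 ± 9.02 TPM against 3099 ± 128 TPM, or -1.96 (SE 0.16, adjusted p 0.0133). C11orf53 (ENSG00000150750.8, chromosome 11, 111245726 to 111286401, plus strand) was at 3.92 ± 0.402 TPM against 19.9 ± 1.79 TPM, or -2.08 (SE 0.22, adjusted p 0.0249). PLA2G4C (ENSG00000105499.14, chromosome 19, 48047843 to 48110817, minus strand) was at 9.46 ± 2.21 TPM against 1.62 ± 0.0861 TPM, or 1.98 (SE 0.22, adjusted p 0.0265). ASNSP1 (ENSG00000248498.4, chromosome 8, 46579213 to 46638886, minus strand), a pseudogene, differed by 2.40 (SE 0.29, adjusted p 0.0322) and AC098484.3 (ENSG00000283580.3, chromosome 1, 42767292 to 42794493, plus strand), which overlaps C1orf50, by 2.07 (SE 0.26, adjusted p 0.0357); both are uncertain. With poly I:C calls were lost, of the 12 libraries left out in turn, for EDN2 without 10, at -2.78 to -2.54, DHRS2 without 6, at -2.29 to -1.80, C11orf53 without 10, at -2.17 to -1.996, PLA2G4C without 10, at 1.76 to 2.20, ASNSP1 without 10, at 2.27 to 2.54, and AC098484.3 without 10, at 1.73 to 2.41.

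With depc, PLK1 (ENSG00000166851.15, chromosome 16, 23677656 to 23690367, plus strand) was at 27.9 ± 2.95 TPM (SD, n = 2) against 116 ± 1.09 TPM, or -2.02 (SE 0.21, adjusted p 0.0133). ALDOC (ENSG00000109107.14, chromosome 17, 28573115 to 28576948, minus strand) was at 80.8 ± 21.8 TPM against 16.3 ± 1.53 TPM, or 2.22 (SE 0.23, adjusted p 0.0133). TNFRSF9 (ENSG00000049249.8, chromosome 1, 7915894 to 7943165, minus strand) was at 16.2 ± 7.56 TPM against 2.59 ± 1.38 TPM, or 2.24 (SE 0.40, adjusted p 0.0460). AC093512.2 (ENSG00000285043.1, chromosome 16, 30053090 to 30070420, plus strand), which overlaps ALDOA and is uncertain, differed by 3.59 (SE 0.59, adjusted p 0.0381). Of the 12 libraries left out in turn, calls with depc were lost for EDN2 without 9, at -2.55 to -1.75, DHRS2 without 4, at -2.0005 to -1.92, PLK1 without 5, at -2.12 to -1.92, ALDOC without 4, at 1.94 to 2.496, TNFRSF9 without 12, at 1.78 to 2.71, and AC093512.2 without 12, at 3.03 to 4.15.

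Targets of the aryl hydrocarbon receptor were tested because resveratrol is known as an antagonist of that receptor. Their list was lower under RES with depc, at -0.73 (adjusted p 0.0331) with 1 of 6 identifiers higher, and at -0.46 (adjusted p 0.142) with poly I:C, with 0 of 6 higher. The poly I:C value did pass under FPKM, at -0.43 (adjusted p 0.0465), upper-quartile scaling, at -0.67 (adjusted p 0.00161), median-of-ratios scaling, at -0.69 (adjusted p 0.00122), CPM, at -0.46 (adjusted p 0.0189), voom, at -0.57 (adjusted p 0.0197), the covariate, at -0.47 (adjusted p 0.00212), and camera with the preset correlation (adjusted p 6.04e-04). The list lost the threshold with depc without 9 of the 12 libraries, with a median of -0.34 without RES depc replicate 2. The NF-kB list was at 0.65 (adjusted p 0.0220) with depc, with 9 of 10 higher, and lost the threshold without 3 libraries, with 0.36 without RES depc replicate 1. Under 2-CM the aryl hydrocarbon receptor list was at 0.17 (adjusted p 0.616) with depc and 0.81 (adjusted p 0.0142) with poly I:C, the latter with 6 of 6 higher and no longer past the threshold under upper-quartile scaling, at 0.28, or without 2-CM poly I:C replicate 1, at 0.81.

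Mitochondrially encoded mRNAs were measured because 2-CM is known as an inhibitor of mitochondrial transcription. Their list was lower under 2-CM than under DMSO with depc, at -0.58 (adjusted p 7.73e-04) with 0 of 13 higher, and with poly I:C, at -0.51 (adjusted p 0.00299) with 3 of 13 higher. Over all genes tested 3 and 4 of them were called, and adjusted over the list alone 8 and 11. Under median-of-ratios scaling the depc value was -0.35 and no longer passed, and no scaling reversed either value. Upper-quartile scaling also took the depc call, at -0.51 (adjusted p 0.184). The GC correction took both calls, at -0.37 (adjusted p 0.285) with depc and -0.68 (adjusted p 0.108) with poly I:C. Camera with an estimated correlation took both as well (adjusted p 0.104 and 0.0677). Both values kept the threshold with any single library left out. Under RES the list was at -0.079 (adjusted p 0.347) with depc and 0.11 (adjusted p 0.287) with poly I:C, the latter with its sign reversed under upper-quartile and median-of-ratios scaling. The mRNAs took 25.1% ± 0.821 of TPM (SD, n = 2) in DMSO depc, 17.04% ± 0.217 in 2-CM depc and 23.8% ± 2.05 in RES depc, and 27.6% ± 2.996, 17.7% ± 0.658 and 28.7% ± 1.51 with poly I:C. Under 2-CM the share fell by 9.003 percentage points (two-sided exact permutation test within transfection, p 0.0556, the smallest that 36 arrangements allow). With coverage times length in place of TPM, a share of sequenced bases, it fell by 5.88 points (exact permutation p 0.0556). Under RES it fell by 0.144 points (exact permutation p 0.889). The 2-CM p cannot go below 0.05 in this design, but the 2-CM values did not overlap those of DMSO in either transfection.

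**Figure D5:**
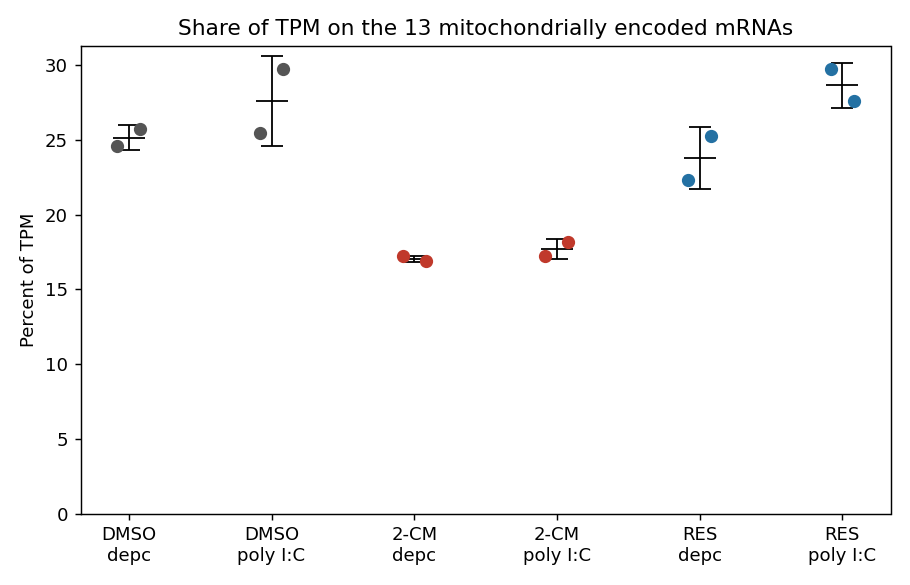
Share of TPM on the 13 mitochondrially encoded mRNAs (vertical axis, percent) in each library, by group, with a point per library, the group mean and the SD of 2 replicates. The 2-CM groups are at 17.04% ± 0.217 and 17.7% ± 0.658, below the DMSO groups at 25.1% ± 0.821 and 27.6% ± 2.996.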

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

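Chosen only after the result was seen were the tests of median-of-ratios scaling, of GC content, with voom and with the covariate. The covariate follows the main direction of the differences between replicates. Its values also fell along the poly I:C effect under 2-CM, so it may remove a real difference there, which limits a value such as 0.21 below.

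A different poly I:C response under 2-CM than under DMSO, tested as an interaction in limma, singled out 2 genes, AL035461.3 and AC009065.9. With the covariate in the fit, 2 genes were still called, which argues against the main direction of the replicate differences. A TPM minimum of 5 and a pseudocount of 0.1 removed both calls, while the GC correction and voom each called 1 gene. No filter on low genes called 55, both of these genes among them. AL035461.3, listed at 0 outside 2-CM poly I:C, overlaps MCM8 on the same strand, and AC009065.9 lies within SNHG19. For both, assignment of reads between overlapping genes and a biological difference stay open. Of the 12 libraries left out in turn, AC009065.9 lost its call without 8, with a log2 difference of 3.05 to 3.37. AL035461.3 kept its call, which shows no stability, since it was at 0 in all other groups.

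The interferon-induced list had a larger poly I:C response under 2-CM than under DMSO, by a median of 0.78 over 25 genes. After the GC correction it was 0.64, past the threshold but below the median of all genes, 0.78, so GC content stays open. Median-of-ratios scaling, which moved the median of all genes, turned it to -0.13. A difference in scaling between libraries is therefore a candidate explanation, since the median of all genes differed by 0.68 as reported. With the covariate the median was 0.21 and no longer past the threshold, so the main direction of the replicate differences and a larger response cannot be told apart for this list. Of the 12 libraries left out in turn, 6 took the threshold away, and the lowest median was 0.63 without DMSO poly I:C replicate 2.

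Lists of sensors, NF-kB targets and Sjögren-related genes also had larger poly I:C responses under 2-CM, by medians of 1.21, 1.15 and 1.16. After the GC correction these were 1.03, 0.90 and 0.44, and with the covariate 0.499, 0.38 and 0.41, all past the threshold. These values argue against GC content and against the main direction of the replicate differences as the whole cause. Under median-of-ratios scaling they were 0.46, 0.25 and 0.47, above 0 but not past the threshold. Scaling and a larger response cannot be told apart for these lists, because the shift of all genes, 0.68, was a large part of theirs. Both stay open. Leaving out single libraries gave medians down to 0.81, 0.86 and 0.74, each without DMSO poly I:C replicate 2.

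Under RES the interferon-induced list had a smaller poly I:C response than under DMSO, with a median difference of -0.60 with 2 of 25 genes higher. It stayed past the threshold with the covariate, at -0.49, and under median-of-ratios scaling, at -0.83, which argues against both as the cause. After the GC correction it was -0.54 and no longer past the threshold, so GC content and a smaller response cannot be told apart, since the size changed little while the test no longer passed. Part of the difference came from the depc libraries, where the list stood higher under RES than under DMSO by 0.49, with 21 of 25 genes higher. With poly I:C the list differed between RES and DMSO by -0.14, not past the threshold, but it was lower under RES and past it under upper-quartile and median-of-ratios scaling, at -0.43 and -0.47. A higher interferon level before poly I:C and a smaller response to it both stay open as explanations. Without RES poly I:C replicate 1 the median was -0.34, and 5 of the 12 libraries left out in turn took the threshold away.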

How the results depend on the processing

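Median-of-ratios scaling, voom, the GC correction with or without the block, and the covariate were chosen after the results were seen. Counts of genes, list tests and named genes were computed again under the alternatives that applied to them and with each library left out. Attenuation was not computed again with FPKM, with other filters or pseudocounts, without mitochondrial genes or with only the groups compared. The mitochondrial share was computed again with coverage times length, with the rRNAs added, and without each library of the compounds compared. Counts of genes stayed within 1.5 times of the reported count in 104 of 269 cases, and list tests kept direction and side of the threshold in 761 of 967. Of the other list tests, 165 moved below the threshold, 16 past it and 25 reversed. Results for named genes kept direction in all 1232 cases and lost their call in 353. Attenuation moved by less than the simulated spread in 40 of 48. The mitochondrial share kept its sign in 15 of 20, and the 5 that reversed were under RES. Under 2-CM it was -5.88 points with coverage times length in place of TPM. The interferon-induced list kept its call for poly I:C under every compound in each alternative and without each library.

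Units and scaling moved the counts, and the cause was not tested. FPKM called 136 genes for poly I:C under DMSO, 36 for poly I:C under RES, 4 for 2-CM against DMSO with poly I:C and 16 for RES against DMSO with poly I:C. Genes called with FPKM were 0 (569 at an unadjusted p under 0.05) for 2-CM against DMSO with depc and 46 for RES against DMSO with depc. With FPKM, list medians that moved below the threshold were 0.36 (mitochondrial mRNA) for poly I:C under RES, and 0.48 (interferon-induced) for the 2-CM difference of response. With FPKM, list medians that moved past the threshold were -0.43 (aryl hydrocarbon receptor) for RES against DMSO with poly I:C. Upper-quartile scaling called 140 genes for poly I:C under DMSO, 38 for poly I:C under RES, 4 for 2-CM against DMSO with poly I:C and 17 for RES against DMSO with poly I:C. Genes called with upper-quartile scaling were 0 (1062 at an unadjusted p under 0.05) for 2-CM against DMSO with depc and 29 for RES against DMSO with depc. With upper-quartile scaling, list medians that moved below the threshold were 0.28 (mitochondrial mRNA) for poly I:C under RES, and 0.075 (interferon-induced), 0.47 (NF-kB) and 0.63 (Sjögren-related) for the 2-CM difference of response, and 0.056 (interferon-induced) and 0.28 (aryl hydrocarbon receptor) for 2-CM against DMSO with poly I:C. With upper-quartile scaling, further list medians that moved below the threshold were -0.51 (mitochondrial mRNA) for 2-CM against DMSO with depc. With upper-quartile scaling, list medians that moved past the threshold were -0.43 (interferon-induced) and -0.67 (aryl hydrocarbon receptor) for RES against DMSO with poly I:C. With upper-quartile scaling, list medians that reversed were -0.21 (mitochondrial mRNA) for RES against DMSO with poly I:C. Median-of-ratios scaling called 135 genes for poly I:C under DMSO, 41 for poly I:C under RES, 4 for 2-CM against DMSO with poly I:C and 0 (986 at an unadjusted p under 0.05) for 2-CM against DMSO with depc. Genes called with median-of-ratios scaling were 14 for RES against DMSO with depc. With median-of-ratios scaling, list medians that moved below the threshold were 0.31 (mitochondrial mRNA) for poly I:C under RES, and 0.25 (NF-kB), 0.46 (sensor) and 0.47 (Sjögren-related) for the 2-CM difference of response, and 0.18 (aryl hydrocarbon receptor) for 2-CM against DMSO with poly I:C. With median-of-ratios scaling, further list medians that moved below the threshold were -0.35 (mitochondrial mRNA) for 2-CM against DMSO with depc. With median-of-ratios scaling, list medians that moved past the threshold were -0.13 (NF-kB) for the RES difference of response, and -0.47 (interferon-induced) and -0.69 (aryl hydrocarbon receptor) for RES against DMSO with poly I:C. With median-of-ratios scaling, list medians that reversed were -0.13 (interferon-induced) for the 2-CM difference of response, and -0.069 (interferon-induced) for 2-CM against DMSO with poly I:C, and -0.24 (mitochondrial mRNA) for RES against DMSO with poly I:C. Estimated reads as CPM called 239 genes for poly I:C under DMSO, 1 for the 2-CM difference of response, 10 for 2-CM against DMSO with poly I:C and 60 for RES against DMSO with poly I:C. Genes called with estimated reads as CPM were 0 (763 at an unadjusted p under 0.05) for 2-CM against DMSO with depc. With estimated reads as CPM, list medians that moved below the threshold were 0.35 (mitochondrial mRNA) for poly I:C under RES, and 0.49 (interferon-induced) and 1.35 (Sjögren-related) for the 2-CM difference of response. With estimated reads as CPM, list medians that moved past the threshold were -0.46 (aryl hydrocarbon receptor) for RES against DMSO with poly I:C. With estimated reads as CPM, list medians that reversed were 0.045 (NF-kB) and 0.076 (Sjögren-related) for the RES difference of response. Leaving out mitochondrial genes called 283 genes for poly I:C under DMSO, 6 for 2-CM against DMSO with poly I:C and 0 (1007 at an unadjusted p under 0.05) for 2-CM against DMSO with depc. Without mitochondrial genes, list medians that reversed were 0.020 (sensor) for the RES difference of response. On estimated reads, voom called 245 genes for poly I:C under DMSO, 1 for the 2-CM difference of response, 2 for 2-CM against DMSO with poly I:C and 0 (840 at an unadjusted p under 0.05) for 2-CM against DMSO with depc. With voom, list medians that moved below the threshold were 0.35 (mitochondrial mRNA) for poly I:C under RES, and 0.53 (interferon-induced), 0.82 (NF-kB), 1.26 (sensor) and 1.53 (Sjögren-related) for the 2-CM difference of response. With voom, list medians that moved past the threshold were -0.57 (aryl hydrocarbon receptor) for RES against DMSO with poly I:C. With voom, list medians that reversed were 0.093 (Sjögren-related) for the RES difference of response.

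Filters changed how many genes were tested or could pass. No filter on low genes called 649 genes for poly I:C under 2-CM, 178 for poly I:C under RES, 55 for the 2-CM difference of response and 39 for the RES difference of response. Genes called with no filter on low genes were 63 for 2-CM against DMSO with poly I:C, 43 for RES against DMSO with poly I:C, 97 for 2-CM against DMSO with depc and 396 for RES against DMSO with depc. With no filter on low genes, list medians that moved below the threshold were 0.48 (NF-kB) for poly I:C under RES, and 0.51 (NF-kB) and 0.65 (Sjögren-related) for the 2-CM difference of response. With no filter on low genes, list medians that reversed were 0.036 (NF-kB) for the RES difference of response. A TPM minimum of 5 called 125 genes for poly I:C under RES, 0 (3376 at an unadjusted p under 0.05) for the 2-CM difference of response and 94 for RES against DMSO with depc. With a TPM minimum of 5, list medians that moved below the threshold were 0.45 (Sjögren-related) for poly I:C under RES. With a TPM minimum of 5, list medians that reversed were 0.10 (Sjögren-related) for the RES difference of response. A pseudocount of 0.1 called 0 (5003 at an unadjusted p under 0.05) for the 2-CM difference of response, 10 for 2-CM against DMSO with poly I:C and 11 for 2-CM against DMSO with depc. With a pseudocount of 0.1, list medians that moved below the threshold were 0.62 (Sjögren-related) for poly I:C under RES, and 1.09 (NF-kB) and 1.52 (Sjögren-related) for the 2-CM difference of response. Requiring a log2 fold change of 1 or more called 445 genes for poly I:C under DMSO and 1147 for the average poly I:C effect. For the pseudocount the cause was not tested.

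Corrections for the differences between replicates moved counts in opposite directions, and the cause was not tested. The GC correction called 2901 genes for the average poly I:C effect, 1 for the 2-CM difference of response, 5431 for 2-CM against DMSO with poly I:C and 218 for RES against DMSO with poly I:C. Genes called with the GC correction were 1 for 2-CM against DMSO with depc and 363 for RES against DMSO with depc. With the GC correction, list medians that moved below the threshold were 0.078 (mitochondrial mRNA) for poly I:C under RES, and -0.54 (interferon-induced) for the RES difference of response, and -0.68 (mitochondrial mRNA) for 2-CM against DMSO with poly I:C. With the GC correction, further list medians that moved below the threshold were -0.37 (mitochondrial mRNA) for 2-CM against DMSO with depc. With the GC correction, list medians that reversed were 0.031 (sensor) for the RES difference of response, and -0.13 (aryl hydrocarbon receptor) for 2-CM against DMSO with depc. The covariate of replicate differences called 6503 genes for poly I:C under DMSO, 312 for poly I:C under 2-CM, 3555 for poly I:C under RES and 4 for the RES difference of response. Genes called with the covariate of replicate differences were 3853 for 2-CM against DMSO with poly I:C, 3934 for RES against DMSO with poly I:C, 94 for 2-CM against DMSO with depc and 4675 for RES against DMSO with depc. With the covariate of replicate differences, list medians that moved below the threshold were 0.21 (interferon-induced) for the 2-CM difference of response. With the covariate of replicate differences, list medians that moved past the threshold were -0.14 (NF-kB) and -0.13 (Sjögren-related) for the RES difference of response, and 0.13 (mitochondrial mRNA) and -0.47 (aryl hydrocarbon receptor) for RES against DMSO with poly I:C. With the covariate of replicate differences, attenuation under 2-CM reversed, to -0.016.

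A fit of fewer libraries has fewer degrees of freedom and a spread of its own, and it moved counts both ways. The cause was not tested. A fit of the groups compared called 6 genes for poly I:C under DMSO, 0 (408 at an unadjusted p under 0.05) for poly I:C under RES, 0 (5333 at an unadjusted p under 0.05) for 2-CM against DMSO with poly I:C and 0 (955 at an unadjusted p under 0.05) for RES against DMSO with poly I:C. Genes called with a fit of the groups compared were 2 for 2-CM against DMSO with depc and 0 (1122 at an unadjusted p under 0.05) for RES against DMSO with depc. The same kind of fit called more genes for poly I:C under 2-CM, 11850 against 8475, and for the 2-CM difference of response, 3 against 2. The average effect has no such fit.

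A test in camera leaves each median as it was and changes only its p. With an estimated correlation, list medians that moved below the threshold were 0.39 (NF-kB), 0.88 (sensor) and 0.55 (Sjögren-related) for poly I:C under DMSO, and 1.82 (NF-kB), 2.64 (sensor) and 1.98 (Sjögren-related) for poly I:C under 2-CM, and 0.64 (NF-kB), 1.09 (sensor), 0.54 (Sjögren-related) and 0.26 (mitochondrial mRNA) for poly I:C under RES. With an estimated correlation, further list medians that moved below the threshold were 0.78 (interferon-induced), 1.15 (NF-kB), 1.21 (sensor) and 1.16 (Sjögren-related) for the 2-CM difference of response, and 0.70 (interferon-induced), 1.26 (NF-kB), 1.04 (sensor), 1.07 (Sjögren-related), -0.51 (mitochondrial mRNA) and 0.81 (aryl hydrocarbon receptor) for 2-CM against DMSO with poly I:C, and -0.58 (mitochondrial mRNA) for 2-CM against DMSO with depc. With an estimated correlation, further list medians that moved below the threshold were 0.49 (interferon-induced), 0.65 (NF-kB) and -0.73 (aryl hydrocarbon receptor) for RES against DMSO with depc. With the preset correlation, list medians that moved below the threshold were 0.78 (interferon-induced), 1.15 (NF-kB), 1.21 (sensor) and 1.16 (Sjögren-related) for the 2-CM difference of response, and 0.70 (interferon-induced), 1.07 (Sjögren-related) and 0.81 (aryl hydrocarbon receptor) for 2-CM against DMSO with poly I:C. With the preset correlation, list medians that moved past the threshold were -0.14 (interferon-induced) and -0.46 (aryl hydrocarbon receptor) for RES against DMSO with poly I:C, and -0.079 (mitochondrial mRNA) for RES against DMSO with depc.

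Choices of genes were varied as well, and they change which genes enter by construction. With only the genes that fell, attenuation under 2-CM moved to 0.042. With the genes called under DMSO alone, attenuation under 2-CM reversed, to -0.30. With the mitochondrial rRNAs added, the mitochondrial share under RES reversed, to 0.882 points.

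Replicate numbers in the labels were tried as a block. Deviations of libraries with the same number correlated between -0.80 and 0.76 over 15 pairs of groups, 10 of them over 0.1 and 5 below -0.1, so the numbers were not taken to pair the libraries. The 5 negative pairs all involved RES poly I:C, and the others ran from 0.15 to 0.76, so a pairing outside RES poly I:C stays open. Of the 32 ways to number the replicates, 7 gave as many pairs over 0.1, so chance could not be excluded. The block called 346 genes for poly I:C under DMSO, 39 for poly I:C under RES, 1 for the 2-CM difference of response and 7 for 2-CM against DMSO with poly I:C. Genes called with the block were 9 for RES against DMSO with poly I:C, 0 (868 at an unadjusted p under 0.05) for 2-CM against DMSO with depc and 43 for RES against DMSO with depc. With the block, list medians that moved below the threshold were 0.54 (Sjögren-related) for poly I:C under RES. The GC correction plus block called 3307 genes for the average poly I:C effect, 0 (8024 at an unadjusted p under 0.05) for the 2-CM difference of response, 6397 for 2-CM against DMSO with poly I:C and 265 for RES against DMSO with poly I:C. Genes called with the GC correction plus block were 2 for 2-CM against DMSO with depc and 396 for RES against DMSO with depc. With the GC correction plus block, list medians that moved below the threshold were 0.078 (mitochondrial mRNA) for poly I:C under RES, and 0.64 (interferon-induced), 0.90 (NF-kB) and 1.03 (sensor) for the 2-CM difference of response, and -0.54 (interferon-induced) for the RES difference of response. With the GC correction plus block, further list medians that moved below the threshold were -0.68 (mitochondrial mRNA) for 2-CM against DMSO with poly I:C, and -0.37 (mitochondrial mRNA) for 2-CM against DMSO with depc, and 0.51 (interferon-induced) and -0.72 (aryl hydrocarbon receptor) for RES against DMSO with depc. With the GC correction plus block, list medians that reversed were 0.031 (sensor) for the RES difference of response, and -0.13 (aryl hydrocarbon receptor) for 2-CM against DMSO with depc.

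Leaving out a library leaves a lone library in its group, which limma's pooled spread assumes to vary like the other groups. Counts moved both ways, and the cause was not tested. Genes called ran from 25 to 908 for poly I:C under DMSO, 37 to 10157 for poly I:C under 2-CM, 17 to 53 for poly I:C under RES and 2344 to 9183 for the average poly I:C effect. They ran from 1 to 3 for the 2-CM difference of response, 0 to 2 for the RES difference of response and 1 to 30 for 2-CM against DMSO with poly I:C, and from 0 to 27 for RES against DMSO with poly I:C, 0 to 2 for 2-CM against DMSO with depc and 0 to 67 for RES against DMSO with depc. List medians ran, for poly I:C under DMSO, from 0.27 to 0.88 (NF-kB), 0.49 to 1.37 (sensor) and 0.098 to 0.85 (Sjögren-related). For poly I:C under RES they ran from 0.24 to 1.06 (NF-kB), 0.74 to 1.45 (sensor), 0.060 to 0.97 (Sjögren-related) and 0.19 to 0.36 (mitochondrial mRNA). For the 2-CM difference of response they ran from 0.63 to 0.85 (interferon-induced), 0.86 to 1.35 (NF-kB), 0.81 to 1.54 (sensor) and 0.74 to 1.58 (Sjögren-related). For the RES difference of response they ran from -0.98 to -0.34 (interferon-induced), -0.498 to 0.15 (NF-kB), -0.32 to 0.38 (sensor) and -0.34 to 0.26 (Sjögren-related). For 2-CM against DMSO with poly I:C they ran from 0.75 to 1.44 (sensor), 0.70 to 1.49 (Sjögren-related) and 0.62 to 1.10 (aryl hydrocarbon receptor). For RES against DMSO with poly I:C they ran from -0.19 to 0.068 (interferon-induced) and -0.75 to -0.11 (aryl hydrocarbon receptor). For RES against DMSO with depc they ran from 0.38 to 0.64 (interferon-induced), 0.36 to 0.93 (NF-kB) and -0.73 to -0.34 (aryl hydrocarbon receptor). Values ran from 0.49 to 1.62 for attenuation under 2-CM, -10.1 to -7.94 points for the mitochondrial share under 2-CM, -0.47 to 0.82 for attenuation under RES and -1.20 to 0.915 points for the mitochondrial share under RES.

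The alternatives fixed for tables of counts were not run, since no counts were used. How depth limits low genes was not measured. The shallowest group, 2-CM poly I:C, had the smallest median SD between replicates, 0.105.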

Other observations

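Chosen only after the result was seen were the tests of depth, of swapped libraries, of GC content, of unchanged groups for the count under 2-CM, and of scaling, the covariate and the rRNAs for the mitochondrial mRNAs. All other tests in this part were set before their result was seen.

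Replicates of a group lay far apart along a direction shared by the groups, with 103 units on the first component for RES depc. The first direction of the replicate differences had a Spearman correlation of 0.847 with GC content across genes, which are not independent replicates, so GC content is a candidate explanation for a part of the distance. It did not account for the whole, since 69.3% of the mean distance along that direction was left after the GC correction. The correction removed 39.7% of the sum of squares within groups, between the bounds set for and against it, so how much of the distance GC content caused cannot be told apart from other sources. A correction for transcript length removed 4.64%, and leaving out mitochondrial genes changed the sum by -7.83%, where a negative value is an increase. Both argue against those explanations. The ratio of coverage at the 5' and 3' ends ordered the replicates like the first component in 3 of 6 groups, which argues against uneven coverage. Among the 2435 genes with a mean of 50 TPM or more, the sum of squares per gene was 70.6% of that over all genes, which argues against depth. The lowest poly I:C library stood 3.33 above the highest depc library on the interferon-induced list, which argues against a swap between transfections. Genes called for RES against DMSO in one transfection were read in the other, each turned to its direction. There the lowest RES library stood at least 0.96 above the highest DMSO library in mean log2(TPM + 1), while replicates differed by at most 0.0904. The lowest DMSO or RES library had a share of mitochondrial mRNAs 4.18 percentage points above that of the highest 2-CM library. Both argue against a swap between compounds within a transfection. No batch or date was in the labels, so a difference between preparations and a difference between cultures both stay open.

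Many more genes were called for poly I:C under 2-CM, 8475, than under DMSO, 701. The poly I:C effect under 2-CM had a Pearson correlation across genes of 0.791 with the difference between the RES depc replicates, which share no library with it. That is consistent with the main direction of the replicate differences having fallen along this comparison. The same correlation was 0.67 for DMSO depc and 0.82 for DMSO poly I:C, and -0.80 for RES poly I:C, all as replicate 1 minus replicate 2. The GC correction left 6532 genes called under 2-CM against 653 under DMSO, which argues against GC content as the whole cause of the large count. Which genes were called did change, since 4188 of them were among the 8475, and genes called lower went from 2035 to 231. For the calls that were lost, GC content stays open. In 100 simulated sets of unchanged groups with noise along the replicate differences, 3 had as many calls in any of the poly I:C comparisons. The groups were too small to fix the size of that noise, so unchanged groups and a broad effect of poly I:C under 2-CM cannot be told apart by that test. With each of the 4 libraries compared left out in turn 37 to 46 genes were called, the fewest without 2-CM depc replicate 1, where 8625 had an unadjusted p under 0.05. A larger effect of poly I:C with 2-CM stays open, and this pattern alone does not show it.

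For the average poly I:C effect, libraries were regrouped within compounds. Of 100 splits drawn from 108, 7 gave as many genes as the real one or more, the real one included, so chance could not be excluded for the count of 5361. The highest other split called 10359 genes and the median other split 0 with limma.

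Mitochondrially encoded mRNAs were lower under 2-CM, with a median difference of -0.58 with depc and -0.51 with poly I:C. A share of the library taken by other genes would move all mitochondrial transcripts alike. The lower of the rRNA changes stood 1.21 above the median of the mRNAs on the log2 scale, as a mean over both transfections, which argues against that. With the covariate the depc median was -0.64 and past the threshold, which argues against the main direction of the replicate differences. With depc, median-of-ratios scaling gave -0.35 and the GC correction -0.37, below 0 but not past the threshold. Scaling, GC content and a lower level therefore cannot be told apart as sources of the size with depc. For poly I:C the GC correction gave -0.68, also not past the threshold. The rRNAs were not lower. MT-RNR1 changed by 1.01 with depc and 1.30 with poly I:C, and MT-RNR2 by 0.47 and 0.93, none of them called. Under RES MT-RNR2 rose by 0.71 and 0.64 and MT-RNR1 by 0.38 and 0.18, so part of the rise was not specific to 2-CM. Scaling would move rRNAs and mRNAs alike, and the GC content of the rRNAs, 0.455 and 0.428, lay within that of the mRNAs, 0.396 to 0.477. With depc 0 of 13 mRNAs were higher, while the rRNA changes each had an SE of 0.18. These values argue against scaling or GC content as the source of this contrast with depc. In polyadenylated libraries rRNA levels also depend on their tails, so an early stop of transcription under 2-CM and a change of tails may each give this contrast. If transcription stopped early, mRNAs farther from the heavy-strand promoter would be expected to lose more. Across the 12 heavy-strand mRNAs the change under 2-CM had a Spearman correlation of -0.203 with that distance (permutation p 0.524, adjusted over both compounds 0.524; Pearson r -0.309), and under RES -0.259 (permutation p 0.416). No such relation was found, although genes on a shared transcript are not independent.

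Among single genes, FHIT was at 0.833 ± 0.354 TPM (SD, n = 2) under 2-CM against 5.47 ± 0.327 TPM with depc, and at 0.537 ± 0.0118 TPM against 4.71 ± 0.559 TPM with poly I:C. The mitochondrial tRNA gene MT-TF was at 491 ± 34.7 TPM against 166 ± 18.7 TPM with depc, and at 535 ± 70.7 TPM against 173 ± 25.3 TPM with poly I:C. MT-TF lies beside MT-RNR1, which was also higher. Neither FHIT nor MT-TF overlapped another gene with a mean of 1 TPM or more. Reads of a precursor that holds both MT-TF and MT-RNR1 were not tested as a source.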
